A study of Mus musculus with 60 samples. Its data were reported in "Dual functions of TET1 in germ layer lineage bifurcation distinguished by genomic context and dependence on 5-methylcytosine oxidation" (2023).

How the data were processed

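H3K27me3, the histone mark laid down by Polycomb repressive complex 2, was profiled by CUT&RUN, in which an antibody directs a nuclease to cut out the chromatin it binds, in mouse embryonic stem cells turned into anterior neural progenitors. Wild-type (WT) cells, cells lacking Tet1 (KO) and cells carrying a catalytically inactive TET1 (MUT) were sampled at day 0, day 2, day 3 and day 5, and at day 5 after 5 µM XAV, a Wnt pathway inhibitor, from day 2 on (day 5 XAV). The series holds 60 samples, 30 with the H3K27me3 antibody and 30 with control IgG, from 8 cell lines. Each genotype had 2 lines at each of the 5 time points, and these lines are the replicates. WT70 and WT72 were sampled throughout. KO15 was joined by KO25 at days 0 and 2 and by KO1 from day 3, and CM59 by CM40 and then CM69 in the same way, so that the second KO and MUT lines change between day 2 and day 3. Titles, cell line and genotype fields of the KO25 samples name that line, while the free-text description of the same samples at days 0 and 2 refers to WT70; the former were followed.

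The authors trimmed paired-end reads with Trim Galore, aligned them with Bowtie in local mode to mouse genome build GRCm38.p6 (mm10), removed duplicates with Picard, and called peaks in each library with SEACR in stringent mode against the IgG control; the SEACR version was not stated. The deposited peak values are a signal, in whole numbers, made by the authors from fragment coverage: its total over the peak and its height at the highest point, without scaling for library size. This signal was used here only to rank peaks within a library. Region lists came from the authors' comparison of KO with WT libraries in DiffBind 3.0.15, and the deposited lists hold positions alone, as starts and ends, without fold changes or p-values. The 3 lists named by the study for loss or gain in KO over time (loss-loss, loss-gain and gain-gain) were collated from time points without XAV, and the list of regions gained in KO at day 5 XAV (gain d5X) from the XAV libraries. Because a list was selected on KO and WT libraries, its direction in those libraries is not independent evidence, and libraries that did not enter the selection are named as left out. IgG libraries entered only through the authors' peak calling. Read depth per library is unknown from these values, so no counting interval is given, and the number of peaks per library is reported in its place.

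Peaks of all 30 libraries were merged into regions, and regions with a peak in at least 2 libraries were kept. A region or promoter counted as called in a library when at least 1 bp overlapped a peak. Promoters were windows of 1.5 kb to either side of each start site of the protein-coding transcripts of 21866 genes in GENCODE M21. As a check of the genome build, 70.7% to 85.7% of peaks per library lay at a promoter, against 11.8% to 18.6% after a shift of 1 Mb, and 0 peaks ran past a chromosome end. Sequence composition was read from the reference with samtools 1.23.1 and pysam 0.24.0, and all else was computed in Python 3.11.15 with NumPy 2.4.6 and SciPy 1.17.1 and drawn with Matplotlib 3.10.9.

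All tests were two-sided except that of library similarity. Numbers of peaks and list shares were compared by exact permutation of genotype within time points. Similarity was the Jaccard index of covered bases within genotypes minus that between genotypes, with an exact one-sided permutation test over the 243 splits. Promoters with peaks in at least 2 libraries of a contrast were tested one by one with an exact conditional test stratified by time point and adjusted by the Benjamini-Hochberg method. Gene lists at deposited regions were compared by Fisher's exact test with the 3220 genes whose promoter overlaps a kept region. XAV was tested by exact permutation within genotypes. At a single time point, 2 libraries against 2 cannot go below an exact p of 0.333, so values at single time points are given without a test. The tests treat libraries of a line at different days as separate. On simulated calls with the real peak numbers per library, the promoter test recovered 100% of genes called in every library of the first genotype and none of the other, 69.5% (KO and WT) and 40.5% (MUT and WT) at calling rates of 0.9 and 0.1, and 0% at 0.7 and 0.3. In the first of these simulations, unadjusted p was under 0.05 for 2.07% (KO and WT) and 0.579% (MUT and WT) of unchanged genes, which makes the test conservative. The simulated changes spanned all 5 time points, so they do not show power for genes that differ only after day 2. Full separation there, as for Cacna1a in 6 of 6 KO and 0 of 6 WT libraries, gave an exact p of 0.00926 (adjusted p = 0.844).

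For XAV the same line was sampled with and without the inhibitor, so line numbers pair the samples. Deviations of the lines from their group at day 5 and day 5 XAV correlated at 0.113 over regions in WT, 0.133 in KO and -0.27 in MUT.

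There were 15 gene lists with 440 genes, all found in the annotation: primitive streak, mesoderm, endoderm, neuroectoderm, neuronal transcription factors, neuronal function, Hox clusters, Wnt, Nodal and BMP signalling, naive pluripotency, formative and primed pluripotency, trophoblast and extraembryonic, neural crest and surface ectoderm, germline, housekeeping, and the genes named in the study. Genes are named by a rule: all genes of the list named in the study; for every other list the genes past an adjusted p of 0.05 (up to 3), or else the 2 with the largest difference in libraries called after day 2; and the 5 with the lowest p in each direction. Lists, tests, this rule and most alternatives were fixed before the data were examined. The alternatives were a stricter set with the 50% of peaks of highest signal, the same number of peaks in every library, a larger overlap, a promoter window of 3 kb, covered bases in place of peaks, other backgrounds and filters, autosomes alone, a replicate block for XAV, and leaving out each line. Those added after seeing the data were the same number of peaks within a time point (with and without the CM59 library of day 5 XAV, the smallest), leaving out that library or day 3, counting peaks after day 2 alone, and a crossed pairing of the MUT lines. Gene expression and DNA methylation were not analysed here.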

Results

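The H3K27me3 peaks of 30 libraries were compared between wild-type cells, Tet1-deficient cells and cells with catalytically inactive TET1, each with 2 lines per time point, on the way from embryonic stem cells to anterior neural progenitors. TET1 oxidises methylated cytosine and also has functions that do not need this activity, which a catalytic mutant can keep. Libraries held 704 to 3466 peaks with a median of 1789 and covered 6.14 to 20.8 Mb of the genome. Peaks were broad, with median widths of 3676 to 9155 bp. Merging gave 4512 regions, of which 3828 were called in at least 2 libraries and 440 in all 30. The latter had a median width of 15.6 kb and a median GC content of 50.3%. Promoters of 3179 protein-coding genes were called in at least 2 libraries.

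**Figure D1:**
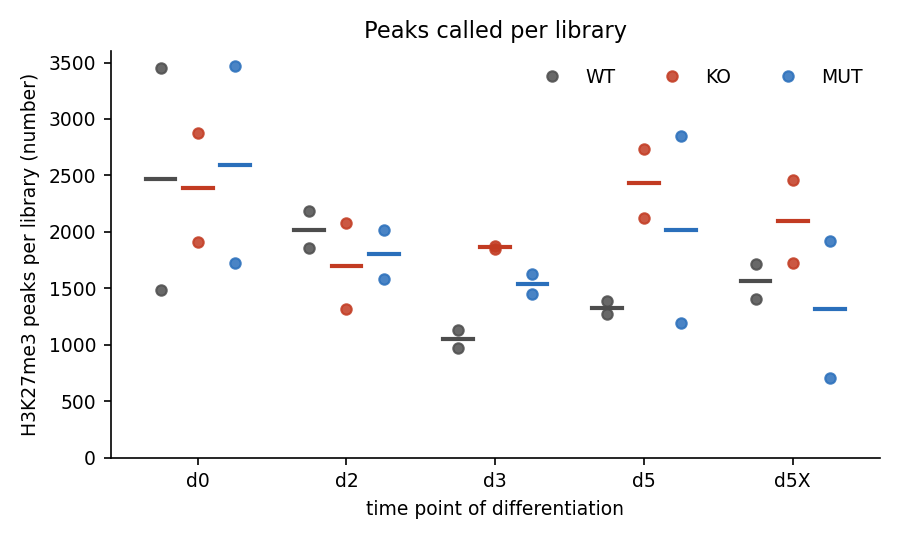
Number of H3K27me3 peaks in each library (vertical axis) by time point (horizontal axis), with 1 point per line and a bar for the mean of the 2 lines of each genotype. Both KO libraries lie above both WT libraries at day 3 and day 5, and the MUT lines lie far apart at day 5 and at day 5 XAV.

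Promoters of the primitive streak regulators T and Eomes, the endoderm regulators Sox17 and Foxa2, the neural regulators Pax6 and Lhx5, and Wnt1 were called in all 30 libraries, and so was that of Npr3, which served the study as a negative control locus for binding of TET1 and SUZ12. Such calls cannot show a change in signal at a promoter that always has a peak. T, Eomes, Sox17 and Foxa2 lie at loss-loss regions of the study. Pax6, Lhx5, Wnt1 and Npr3 lie at its gain-gain and gain d5X regions. Hox cluster promoters after day 2 were called at 100% in KO, 98.7% ± 1.40 in WT and 100% in MUT libraries (mean ± SD, n = 6). None of the 25 housekeeping promoters, Actb and Aldoa among them, was called after day 2 in any genotype. The promoter of Tet1 itself (ENSMUSG00000047146.17, chromosome 10, 62804570 to 62908996, minus strand) was called in 0 libraries of every genotype, as was that of Tcf7l1, a repressor of Wnt targets, so these peaks cannot check the knockout labels.

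The comparison of KO with WT asks what the loss of TET1 does to Polycomb marking before and after cells choose a germ layer. From day 3 on, both KO lines shared H3K27me3 at many regions where neither WT line had a peak, most of them at promoters. At day 5 there were 754 regions called in both KO lines and in neither WT line, against 14 with the opposite pattern. These 754 regions had a median width of 7.03 kb and a median GC content of 50.7%. Of them, 81.6% lay at a promoter, against 78.3% of all 3828 kept regions. They covered promoters of 662 of the 3220 genes with a promoter in a kept region. At day 3 the counts were 431 and 7, and at day 5 XAV 289 and 16. At day 2 the balance was the other way, with 10 regions in KO alone and 111 in WT alone, and at day 0 it was 6 and 11.

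Splits that put 1 KO with 1 WT line on each side show how many such regions differences between lines give. The highest such count was 24 at day 3, 17 at day 5 and 71 at day 5 XAV, below the KO counts, but 616 at day 0 and 164 at day 2, above them. The number of peaks per library weighs on these counts. With the same number of peaks in every library of a time point, an alternative added after seeing the data, both KO lines and neither WT line shared 149 regions at day 5, against 104 the other way and at most 10 in crossed splits. It left 55 against 52 at day 3 (at most 26 in crossed splits), 61 against 62 at day 2 (at most 15) and 35 against 53 at day 0 (at most 35). At day 5 XAV, with the CM59 library left out, it left 150 against 71 (at most 12). An equal number of peaks brings the counts of both directions closer together whether a gain in KO is real or a matter of yield.

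**Figure D2:**
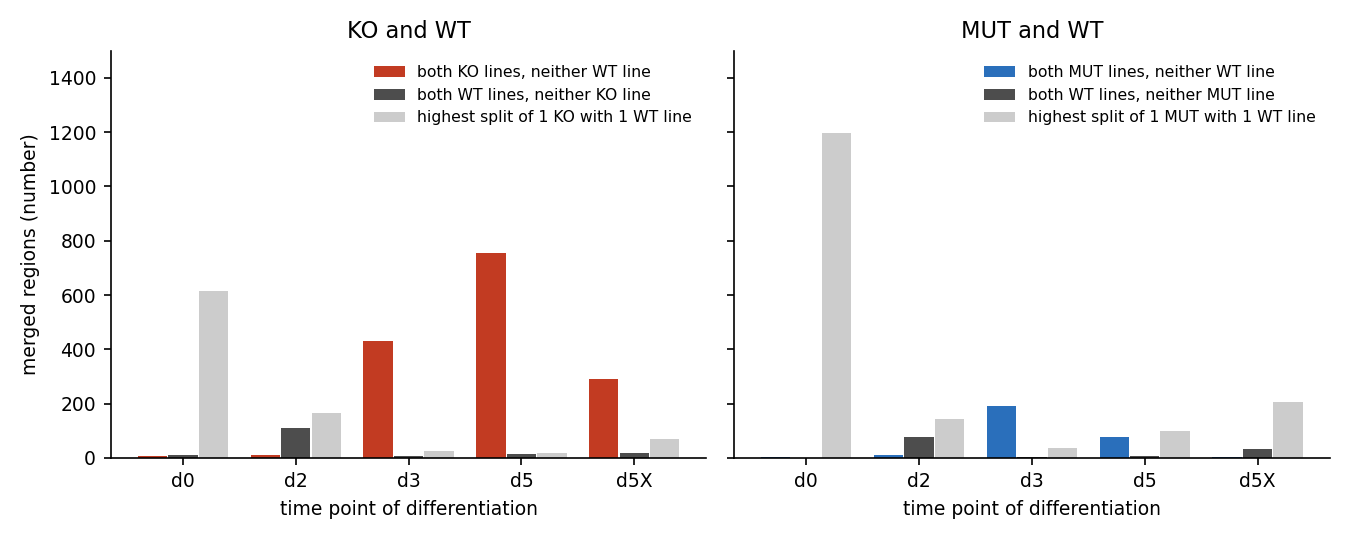
Number of merged regions (vertical axis) at each time point that were called in both lines of one genotype and in neither line of the other, for KO and WT (left) and MUT and WT (right), with the highest count from splits of 1 mutant and 1 WT line in grey. KO regions absent from WT number 431, 754 and 289 at the last 3 time points, while the MUT counts stay under the crossed ones from day 5 on.

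Peak numbers themselves followed this course. KO libraries held 2430 ± 436 peaks at day 5 and WT libraries 1328 ± 81.3, at day 3 the means were 1863 ± 19.8 and 1052 ± 117, and at day 5 XAV 2095 ± 518 and 1562 ± 219 (SD, n = 2). At day 0 they were 2393 ± 681 and 2467 ± 1390, and at day 2 1697 ± 537 and 2021 ± 233. Over all time points KO libraries had 1.30 times as many peaks (0.37 on the log2 scale), which did not pass the exact permutation test (p = 0.0664, smallest possible 0.000257) but did without WT72 (0.54, exact p = 0.0412). Covered bases in place of peaks gave a log2 difference of 0.36 with an exact p of 0.0476. In covered bases, libraries of one genotype shared more than libraries of KO and WT did, with a Jaccard index higher by 0.0886 (exact p = 0.0288). This was also 0.0888 at an equal number of peaks (exact p = 0.00412, the smallest possible), but it passed neither without WT70 (0.0672, exact p = 0.0535) nor without day 3 (0.0889, exact p = 0.0617).

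Regions that the study selected as gained in KO cells were followed through all libraries. In gain-gain regions the WT share with a peak went down from 42.2% ± 6.81 at day 2 to 16.4% ± 3.72 at day 3 and 21.7% ± 2.40 at day 5, while KO libraries had 39.6% ± 14.2, 40.0% ± 4.85 and 67.4% ± 10.9 (SD, n = 2). The lower WT share at day 3 was not particular to them, as regions in no list went from 27.9% to 11.6% and all called promoters from 56.1% ± 5.76 to 27.3% ± 5.20 in WT. Loss-gain regions at day 5 were called at 74.9% ± 8.51 in KO and 36.8% ± 4.16 in WT. Loss-loss regions were called less often in KO at day 2, at 51.0% ± 11.6 against 66.4% ± 6.16, and at day 0 the difference of -8.65 points (52.3% ± 11.3 and 61.0% ± 27.1) was smaller than the spread between the WT lines. These KO and WT libraries served to select the lists, so such directions are not independent evidence.

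Libraries left out of the selection came from the same cell lines. At day 5 XAV, gain-gain regions were called at 49.0% ± 14.7 in KO and 28.8% ± 3.72 in WT, loss-gain regions at 63.5% ± 14.2 and 41.7% ± 5.29, and loss-loss regions at 58.8% ± 10.0 and 47.1% ± 3.57, with KO higher in 4 of 4 pairs of lines for each list, which for loss-loss regions is opposite to day 2 (0 of 4). Regions selected at day 5 XAV were called at day 5 at 70.8% ± 8.72 in KO and 38.8% ± 3.80 in WT, a difference of 32.0 points, also in 4 of 4 pairs. Regions in no list differed by 8.26 points at day 5 (25.2% ± 7.31 and 17.0% ± 0.655) and by 3.40 points at day 5 XAV, but they lack by selection the regions gained in KO. These differences were not tested, as an exact test of 2 lines against 2 cannot go below 0.333. At the same number of peaks in all libraries they were 3.06 points for the XAV-selected regions at day 5 and 1.63 points for gain-gain regions at day 5 XAV, or 4.72 and 4.4 points with the number set within each time point and the smallest library left out.

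**Figure D3:**
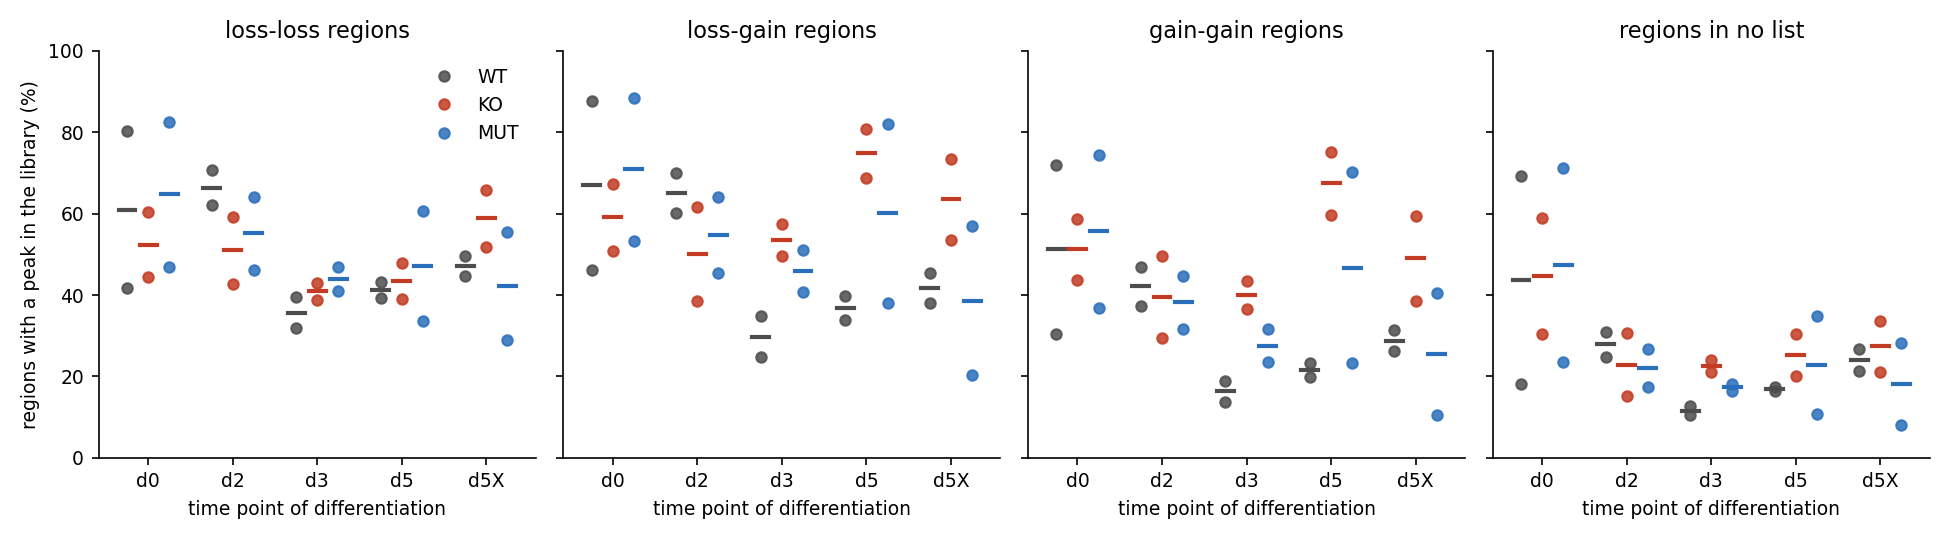
Percent of deposited regions with a peak in each library (vertical axis) by time point (horizontal axis) for loss-loss, loss-gain and gain-gain regions and for regions in no list, with 1 point per line and bars for the mean. Both KO points lie above both WT points at day 3, day 5 and day 5 XAV in the loss-gain and gain-gain panels.

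Promoters in general were called in a larger share in KO than in WT after day 2. Of promoters called in at least 2 libraries, KO libraries had 45.5% ± 4.47 at day 3, 60.9% ± 9.50 at day 5 and 57.6% ± 12.4 at day 5 XAV, and WT libraries 27.3% ± 5.20, 33.3% ± 2.47 and 39.2% ± 3.71 (SD, n = 2). The gap for neuronal function genes cannot be set directly against this one. List shares count all listed genes, and only 58 of 80 neuronal function genes were called in at least 2 KO or WT libraries. The share of all called promoters leaves uncalled genes out, so list values relative to it are lowered in part by construction. Neuronal transcription factors and neuroectoderm regulators, with 36 of 39 and 46 of 47 genes called, differed by less than all called promoters. Of 80 neuronal function genes (channels, receptors, synaptic and cytoskeletal proteins), 53.5% ± 8.64 had a promoter peak in KO libraries after day 2 and 33.1% ± 8.09 in WT libraries (SD, n = 6, exact permutation p = 0.0185), 20.4 points apart, or -0.968 points relative to all called promoters and 0.833 points at the same number of peaks in every library. The share at day 5 was 61.9% ± 6.19 in KO and 32.5% ± 3.54 in WT. Neuroectoderm regulators had 84.4% ± 6.12 and 75.2% ± 1.74 (exact p = 0.0185), neuronal transcription factors 90.2% ± 1.93 and 82.9% ± 3.11 (exact p = 0.00926, the smallest possible), and Wnt, Nodal and BMP signalling genes 54.7% ± 7.45 and 45.3% ± 7.23 (exact p = 0.037). Genes named in the study, some of them picked from these samples and so not independent evidence, had 65.2% ± 8.94 and 47.7% ± 3.80 (exact p = 0.00926). None of the 45 list tests passed at an adjusted p of 0.05, and the lowest adjusted p was 0.167. At the same number of peaks in every library, KO minus WT was 3.19 points for neuroectoderm, -1.28 for neuronal transcription factors, -2.67 for signalling genes and 3.79 for genes named in the study. With the number set within each time point, added after seeing the data, the first 3 of these were 8.16, 1.71 and -3.33 points. Neuronal function had 4.58 points there, and none of these lists passed the threshold.

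Lists of other lineages and stages were compared in the same way. Mesoderm promoters after day 2 were called at 75% ± 3.95 in KO and 72.9% ± 4.27 in WT (exact p = 0.556), primitive streak promoters at 63.6% ± 8.62 and 65.9% ± 6.27 (exact p = 0.389), and endoderm promoters at 56.7% ± 6.06 and 51.7% ± 5.16 (exact p = 0.259). For naive pluripotency the shares were 41.2% ± 10.5 and 31.4% ± 4.80, for formative and primed pluripotency 31.3% ± 14.3 and 19.8% ± 12.1 (exact p = 0.0556 for each), for trophoblast and extraembryonic genes 57.3% ± 7.31 and 45.8% ± 5.10 (exact p = 0.0278), and for neural crest and surface ectoderm 60.4% ± 7.34 and 52.8% ± 6.80 (exact p = 0.0833). Germline promoters were called at 0.833% ± 2.04 and 0%. Relative to all called promoters 8 lists were past an adjusted p of 0.05 (exact test), all lower in KO. Hox clusters, called nearly everywhere, and germline and housekeeping genes, called almost nowhere, are lowered by this scale by construction. Primitive streak (-23.7 points), mesoderm (-19.3) and neuronal transcription factors (-14.1) had too little room to rise as much as all called promoters. Only 19 of 22, 29 of 32 and 36 of 39 of their genes were called in at least 2 KO or WT libraries. Their WT shares were already 65.9%, 72.9% and 82.9%. They are thus lowered in part by construction, although the primitive streak share was not higher in KO at all. Neural crest (-13.7) and naive pluripotency (-11.6) have room to follow the general level and did not. However, only 20 of 24 and 10 of 17 of their genes were called in at least 2 KO or WT libraries. The uncalled ones count in the list share alone, which lowers these values in part by construction too. Beyond these limits the cause was not tested. At the same number of peaks the primitive streak difference was -12.9 points, not past the threshold (exact test, adjusted p = 0.625). Those of mesoderm (2.60 points), neural crest (2.08) and naive pluripotency (0.98) were positive there and did not pass either.

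**Figure D4:**
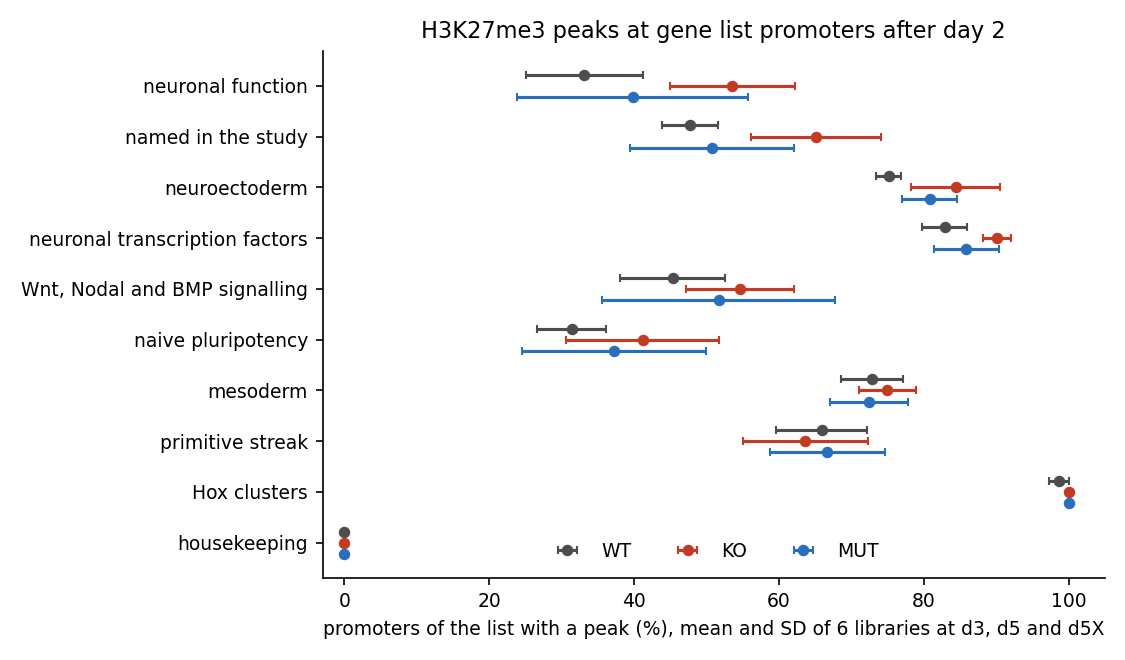
Percent of each gene list's promoters with an H3K27me3 peak (horizontal axis) after day 2, as mean and SD of 6 libraries per genotype, with 1 line of the vertical axis per list. The neuronal function list shows 53.5% in KO against 33.1% in WT, while Hox clusters sit at or near 100% and housekeeping genes at 0% in all genotypes.

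Gene by gene, the promoter of Cacna1a, the pore-forming subunit of a neuronal calcium channel, was called in 6 of 6 KO libraries after day 2 and in 0 of 6 WT libraries (ENSMUSG00000034656.17, region on chromosome 8 from 84410375 to 84420907, with the starts of all 3 protein-coding transcripts inside, exact p = 0.00926, adjusted p = 0.844). Brsk2, a brain kinase of neuronal polarity, was called in 5 KO and 0 WT libraries after day 2 (exact p = 0.0278, adjusted p = 0.844), although both lines of every genotype had the peak at day 0. At the same number of peaks in every library, the KO differences over all time points were 30 points in place of 60 for Cacna1a and 30 in place of 50 for Brsk2. Its region, on chromosome 7 from 141945810 to 141955884, holds 4 of the 7 start sites of its protein-coding transcripts and is 56.6% intron with a GC content of 54.9%. Kif17, a dendritic kinesin, had 6 KO and 2 WT libraries after day 2 (exact p = 0.0556), and its neighbour Sh2d5, in the same region, 5 and 2. Npas4, an activity-dependent transcription factor, was called in 7 KO and 1 WT library over all time points (exact p = 0.0208). The neuronal tubulin gene Tubb3 had 3 KO and 0 WT libraries after day 2, the neurotrophin gene Bdnf 2 and 0, the neural progenitor factor Sox2 2 and 0 (both KO lines at day 5), and Sox1 6 and 5. Oxtr was called in 6 and 6, and Gal, Ngb and Cspg4 in none after day 2.

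**Figure D5:**
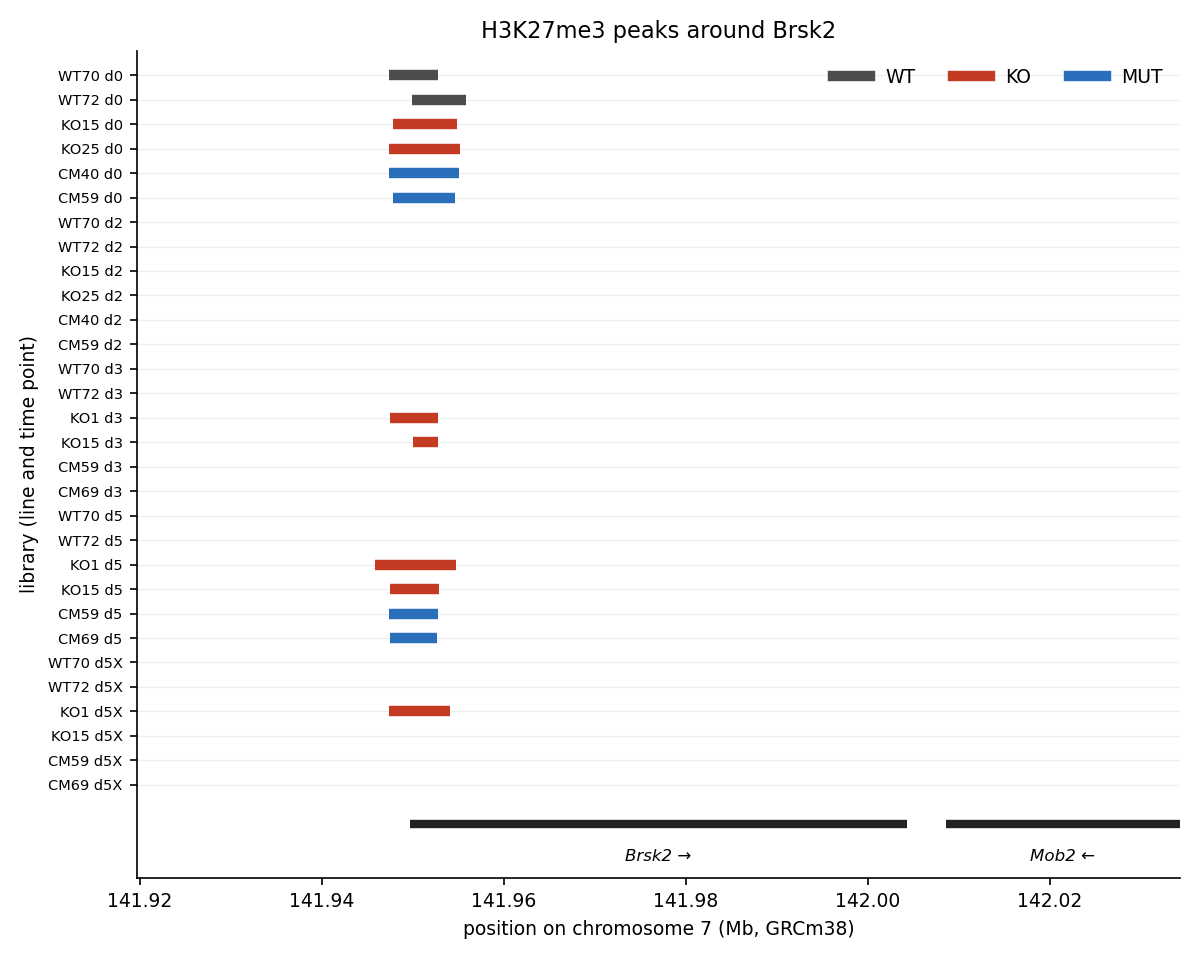
H3K27me3 peaks around Brsk2 on chromosome 7 (horizontal axis, position in Mb on GRCm38), drawn to scale as 1 bar per peak with 1 line of the vertical axis per library and colour for genotype. Bars within 1.5 kb of a Brsk2 start site appear in all day 0 libraries and, after day 2, in 5 KO, 2 MUT and 0 WT libraries.

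Among the lowest p values, E2f8, a repressor in the cell cycle, and Gpr153, an orphan receptor, were each called in 6 KO and 0 WT libraries after day 2 (exact p = 0.00463 over all time points). So were Ankrd34a, Lix1l and Polr3gl, which share 1 region on chromosome 3 from 96594386 to 96604732. With the same number of peaks in every library E2f8 was called in too few libraries for a test, and with a window of 3 kb KO and WT had as many calls of Gpr153 (0 points). In the opposite direction, the promoter window of Slc17a6, the vesicular glutamate transporter gene, was called in 9 of 10 WT libraries and 1 of 10 KO libraries (exact p = 0.00231, adjusted p = 0.844). Its peaks lie just downstream of the start, on chromosome 7 from 51622986 to 51628325, with no start site inside and 90.5% intron, and when 500 bp of the window had to be covered the difference of -80 points became -10. The BMP antagonist gene Chrd and its neighbour Thpo, in 1 shared region, had 9 WT and 5 KO libraries, Kcne3 6 and 2, and Tcf21 8 and 4.

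In the fixed lists, KO had more called libraries than WT for 37 of 58 tested neuronal function genes, fewer for 2 and as many for 19. For neuroectoderm the numbers were 16, 2 and 28 of 46, with Zic5 (4 KO and 0 WT libraries after day 2) and Pou3f2 (5 and 2) apart most. Among neuronal transcription factors Phox2a had 5 and 1 (exact p = 0.0478) and Insm1 6 and 2. Of 42 signalling genes, 16 had more and 11 fewer called libraries in KO, led by Wnt4 at 6 and 1 (exact p = 0.0278) and Wnt9a at 6 and 2. The largest differences in the remaining lists were 5 KO and 2 WT libraries for Kdr and 6 and 3 for Bmp4 (mesoderm), 5 and 1 for Cpm and 1 and 0 for Cxcr4 (endoderm), 4 and 6 for Fgf8 and for Wnt3 (primitive streak), 3 and 0 for Nr0b1 and 6 and 4 for Klf4 (naive pluripotency), and 4 and 1 for Dnmt3a and 5 and 2 for Epha5 (formative pluripotency). They were 6 and 2 for Bmp8b and 5 and 3 for Sox21 (extraembryonic), 3 and 0 for Snai2 and 5 and 3 for Alx1 (neural crest), 6 and 5 for Hoxb8 and Hoxd8, and 1 and 0 for Zpbp2 (germline), with Ddx4 at 0 in both.

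No promoter passed the exact conditional test at an adjusted p of 0.05 between KO and WT: the count was 0 of 2857, with 116 called more often and 1 less often in KO at an unadjusted p under 0.05. After day 0 it was again 0 of 2491, with 127 and 1. At most 143 and 125 genes would reach that level if all p values were uniform, and the test is conservative. For genes that differ only after day 2 the count of 0 decides little. Full separation there (Cacna1a, 6 of 6 KO and 0 of 6 WT libraries) still had an adjusted p of 0.844 in the exact test. Adjusted over the list alone the count was 0 in all lists, with 4 neuronal function genes more often and 1 less often called at an unadjusted p under 0.05 and 2 genes named in the study, which are not independent evidence. With the same number of peaks in every library 23 promoters in place of 116 were called more often in KO at an unadjusted p under 0.05, and without WT70, KO1 or day 3 the number was 30, 49 or 23.

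Region lists of the study differed in the genes they hold, measured against genes with a promoter in a kept region. Loss-loss regions held 20 of 29 mesoderm genes (69% against 20.6% of the background, Fisher's exact test, adjusted p = 4.02e-07), 13 of 19 primitive streak genes (adjusted p = 9.33e-05), 21 of 39 Hox genes (adjusted p = 5.59e-05), 7 of 12 trophoblast and extraembryonic genes (adjusted p = 0.023), 15 of 36 neuronal transcription factors (adjusted p = 0.0186) and 17 of 46 neuroectoderm genes (adjusted p = 0.0369). By the same exact test, gain-gain regions held 0 of 39 Hox genes (adjusted p = 9.19e-08), 1 of 29 mesoderm genes (adjusted p = 9.69e-05), 5 of 36 neuronal transcription factors (adjusted p = 0.0061) and 2 of 20 neural crest genes (adjusted p = 0.0246), all fewer than the background share of 39.7%. Of neuronal function genes, 30 of 60 (50.0%) lay at gain-gain regions, which did not pass the exact test (adjusted p = 0.284). Loss-gain regions held 0 of 39 Hox genes (exact test, adjusted p = 0.00154). Regions gained at day 5 XAV held all 39 Hox genes (exact test, adjusted p = 5.73e-09), 30 of 36 neuronal transcription factors (adjusted p = 0.004) and 23 of 29 mesoderm genes (adjusted p = 0.0369), above the background share of 55.4%. Both with stricter peaks and with the same number of peaks in every library, loss-loss regions kept mesoderm, primitive streak and Hox genes, while extraembryonic genes, neuronal transcription factors and neuroectoderm no longer passed. Neuronal transcription factors at gain d5X regions also passed in neither, and mesoderm there not with stricter peaks. Hox genes of a cluster share wide regions, such as Hoxb2 and Hoxb8 in 1 of 137.2 kb, while the test counts genes as independent, so the p values for Hox genes are too low. Against all protein-coding promoters, the overrepresented lists number 11 of 14 at loss-loss regions in place of 6 and the underrepresented ones at gain-gain regions 0 in place of 4.

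In sequence, gain-gain regions had a median GC content of 51.6% and a ratio of observed to expected CpG of 0.364, and loss-loss regions 49.3% and 0.384. Loss-gain regions had 49.1% and 0.387, those gained at day 5 XAV 49.4% and 0.391, and regions in no list 51.7% and 0.344. CpG density was 23.3, 23.2, 23.8, 23.8 and 22.2 per kb for loss-loss, loss-gain, gain-gain, gain d5X and no list. Promoters were overlapped by 76.3% of loss-loss, 84.6% of loss-gain, 81.8% of gain-gain and 86.4% of gain d5X regions, and by 58.6% of regions in no list.

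The comparison of MUT with WT asks which of these marks depend on TET1's catalytic activity. At day 3 MUT lines carried the mark more often than WT at gain-gain regions, with 27.6% ± 5.78 against 16.4% ± 3.72 (SD, n = 2) and MUT higher in 4 of 4 pairs of lines. With all peaks MUT was higher in the other lists and in regions in no list too, at 43.9% and 35.7% (loss-loss) and 17.3% and 11.6% (no list). At the same number of peaks in all libraries, MUT minus WT at day 3 was 0.104 points in gain-gain and -0.758 in loss-loss regions, or 0.728 and -1.07 with the number set within the time point. At day 5 the MUT lines parted, and 70.1% of gain-gain regions were called in CM59 but 23.4% in CM69, a mean of 46.7% ± 33.1 against 21.7% ± 2.40 in WT. Under XAV the order of the lines was inverted, at 10.6% and 40.5%, and the mean of 25.6% ± 21.2 lay near the WT value of 28.8% ± 3.72. All MUT and WT differences at day 5 and at day 5 XAV in the 4 lists were smaller than the spread between the MUT lines. The lists were selected against these same WT libraries, a shared control that favours a difference in MUT, except for gain d5X regions at day 5 (61.3% ± 30.2 in MUT and 38.8% ± 3.80 in WT) and the other lists at day 5 XAV.

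Regions called in both MUT lines and neither WT line numbered 191 at day 3, 78 at day 5 and 4 at day 5 XAV, against 2, 7 and 34 the other way. With all peaks, only at day 3 was the MUT count above the highest crossed split, which was 35 there, 98 at day 5 and 206 at day 5 XAV. This order turned at the same number of peaks in every library of the time point: 26 regions at day 3 were in MUT alone and 31 in WT alone, with 29 in the highest crossed split, and at day 5 the counts were 70 and 58, with 14. MUT libraries held 1542 ± 127 peaks at day 3, 2019 ± 1171 at day 5 and 1314 ± 863 at day 5 XAV, and over all time points they differed from WT by 0.11 on the log2 scale (exact permutation p = 0.636). Within-genotype similarity did not exceed that between MUT and WT (-0.000868, exact p = 0.37), but with the share of overlapping peaks as the measure it did by 0.0268 (exact p = 0.00412), and at an equal number of peaks the Jaccard value was 0.0364 (exact p = 0.0576), or 0.0362 with the number set within each time point (exact p = 0.0494).

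Neuronal function promoters after day 2 were called at 39.8% ± 15.9 in MUT against 33.1% ± 8.09 in WT (SD, n = 6, exact permutation p = 0.426). The lowest exact p for MUT, 0.0278 (adjusted p = 0.179), was that of neuroectoderm, at 80.9% ± 3.81 and 75.2% ± 1.74. Neuronal transcription factors had 85.9% ± 4.51 in MUT, Wnt, Nodal and BMP signalling genes 51.7% ± 16.1, mesoderm 72.4% ± 5.38, primitive streak 66.7% ± 7.96, endoderm 57.5% ± 6.12, naive pluripotency 37.3% ± 12.7, formative pluripotency 26.0% ± 12.1, extraembryonic genes 55.2% ± 10.0, neural crest 55.6% ± 8.19, germline 1.67% ± 2.58 and genes named in the study 50.8% ± 11.3. No MUT list passed at an adjusted p of 0.05.

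Among promoters with low p values, that of the mesoderm gene Meox2 was called in 7 WT and 1 MUT library (exact p = 0.0139) and the muscle regulator Myod1 in 9 and 4 (exact p = 0.0648). Slc17a6 had 9 and 3 (exact p = 0.0139), the Wnt modulator Dkk2 9 and 4, and the nuclear receptor gene Esrra 6 and 1 (exact p = 0.0417 for each of the last pair). More often called in MUT were Nfia and its neighbour E130114P18Rik (9 MUT and 3 WT libraries, 1 shared region on chromosome 4 from 97773108 to 97781650) and Fhod3 and Gm9955 (9 and 3, in 1 region), each with an exact p of 0.0139. Rnf165 had 5 and 0 (exact p = 0.0278), and Inhba, a subunit of activin, 8 and 3 (exact p = 0.0417).

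After day 2, MUT and WT calls were 2 and 0 for Brsk2, 3 and 2 for Kif17, 2 and 2 for Sh2d5, 1 and 0 for each of Npas4, Tubb3 and Bdnf, 3 and 6 for Oxtr, 6 and 5 for Sox1 and 0 and 0 for Sox2. They were 4 and 2 for Nodal, 5 and 6 for Cdx1, 4 and 1 for Cpm, 5 and 3 for Foxa1, 5 and 2 for Pou3f2, 5 and 2 for Sp8, 5 and 2 for Insm1, 4 and 2 for Ebf1, 4 and 1 for Kcna6, 6 and 5 for Hoxb2 and Hoxb8, and 4 and 1 for Wnt5b. For Nr0b1 they were 4 and 0, for Klf2 4 and 6, for Dnmt3a 3 and 1, for Epha5 4 and 2, for Esx1 4 and 0, for Bmp8b 4 and 2, for Sox10 3 and 5, for Tfap2b 4 and 2 and for Zpbp2 2 and 0. Of 2896 promoters, 0 passed the exact conditional test at an adjusted p of 0.05, with 8 more often and 5 less often called in MUT at an unadjusted p under 0.05, and after day 0 the count was 0 of 2225, with 7 and 8. The 8 became 1 without WT70 or without day 3, and 32 without the CM59 library of day 5 XAV. As for KO, the count of 0 decides little for genes that differ only after day 2. Adjusted over the list alone it was 0 in all lists, with Meox2, Slc17a6 and Inhba the only list genes at an unadjusted p under 0.05.

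KO and MUT cells were compared to ask what the loss of the whole protein adds to the loss of its activity. Neuronal function promoters after day 2 were called at 53.5% ± 8.64 in KO and 39.8% ± 15.9 in MUT, with KO higher at 3 of 3 time points (SD, n = 6, exact permutation p = 0.0741), and genes named in the study at 65.2% ± 8.94 and 50.8% ± 11.3 (exact p = 0.0185, adjusted p = 0.167). At the same number of peaks in every library KO minus MUT was 3.13 points for neuronal function and -2.27 for genes named in the study, and relative to all called promoters 1.08 and 1.73. Uncalled genes count in the list shares alone, which lowers the last values in part. Peak numbers differed by 0.26 on the log2 scale (exact p = 0.276) and similarity by 0.00213 (exact p = 0.444). At an equal number of peaks the similarity within KO and within MUT exceeded that between them by 0.0441 (exact p = 0.0288).

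The comparison of day 5 with and without XAV asks whether blocking Wnt signalling changes where H3K27me3 lies. Comparing each line with and without it at day 5, WT lines had 6.17 (WT70) and 8.04 (WT72) points more of gain-gain regions called with XAV, KO lines -21.1 (KO1) and -15.7 (KO15), and MUT lines -59.5 (CM59) and 17.2 (CM69). Each list was selected on KO and WT libraries from 1 side of this comparison, gain d5X regions with XAV and the others without. A fall in KO and a rise in WT at gain-gain and loss-gain regions can follow from this selection alone. Such changes therefore do not show an effect of XAV. Over genotypes the mean was -10.8 points for gain-gain regions (exact permutation p = 0.324), -9.27 for loss-gain (exact p = 0.398), -4.11 for gain d5X (exact p = 0.667) and 5.45 for loss-loss, where 5 of 6 lines were higher (exact p = 0.389, or 0.531 with each line as a replicate block). None of the 19 measures passed, the lowest exact p being 0.176 for genes named in the study at -8.33 points. Wnt, Nodal and BMP signalling promoters were called in 6.67 points more with XAV, higher in 5 of 6 lines (exact p = 0.37), and the share of Hox promoters was the same in every line. With the same number of peaks in every library 6 of the 19 measures passed before adjustment, loss-loss regions among them (4.46 points, unadjusted exact p = 0.0463), and loss-loss regions passed also without CM59 (14.4 points, unadjusted exact p = 0.0278).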

Values the study reported

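The study sorted its differential H3K27me3 regions into 792 that were lower in KO cells at day 0 and recovered with no later gain, 748 lost at day 0 and gained by day 5, and 1443 gained only after day 0. It reported that 87% of the differential regions lost in KO cells were lost on day 0. In prose and without values, it linked the lost regions to mesodermal and ectodermal genes and the gained ones to ectodermal and brain genes, and it described gains under XAV in KO but not in MUT cells for all 3 groups.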

Additional observations from a re-analysis of the deposited data

Results flagged for a closer look

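The test of a lower yield in WT at all regions alike, that of peak numbers for regions that part KO from WT in either direction, and the counts with an equal number of peaks within a time point, were chosen after the data had been seen. In a screen of 20 measures under 2 contrasts, 4 differences between KO and WT pointed in opposite directions at a pair of time points in every pair of lines. KO minus WT was 11.7 points at day 5 XAV and -15.3 points at day 2 in loss-loss regions, which are 27.1 points apart. It was 14 and -8 points for promoters of Wnt, Nodal and BMP signalling genes, 22 points apart, and 15.6 and -9.38 points for trophoblast and extraembryonic promoters, 25 points apart. For neural crest and surface ectoderm promoters it was 12.5 points at day 5 and -12.5 points at day 2, also 25 points apart. These differences between time points were not tested, since 2 lines per group cannot give an exact p under 0.0556 for them, and the second KO line changed between day 2 and day 3. All called promoters turned the same way. KO and WT means were 49.0% and 56.1% at day 2, 60.9% and 33.3% at day 5, and 57.6% and 39.2% at day 5 XAV. Regions in no list did so too, at -4.94 points on day 2 and 3.40 points at day 5 XAV. The flagged differences may thus follow the general level, and whether they exceed it was not tested.

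The numbers of promoters at an unadjusted p under 0.05 were set against 100 splits of the libraries within time points, the real one included. For KO and WT over all time points 3 splits gave as many as the real 117, and the highest other split gave 217. The real grouping is thus not the largest, and chance is not excluded there. The 217 may point to a further structure among the samples. After day 0 only the real split, 1 of 100, gave 128, and the highest other gave 93, so chance is argued against there. These levels are not adjusted over the comparisons, and the splits treat libraries of a line at different days as separate. For MUT and WT chance cannot be excluded, with 24 splits as large over all time points (13 genes, highest other 141) and 9 after day 0 (15 genes, highest other 65).

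From day 3 on, many regions were called in both KO lines and in neither WT line, 754 of them at day 5. A lower yield in WT at all regions alike stays open: KO exceeded WT by 8.26 points at regions in no list at day 5 and by 32.0 points at gain d5X regions, but the lists were selected on KO and WT, so this contrast decides nothing. The number of peaks per library is argued against as the source of all regions that part the genotypes at day 5, since at an equal number 149 stayed in KO alone and 104 in WT alone against at most 10 in crossed splits. For the excess of the former over the latter, 1.43 times, it cannot be told, since an equal number draws both counts together whether the gain is real or a matter of yield. At day 3 the same counts were 55 and 52, and at day 5 XAV 150 and 71 without the CM59 library, or 90 in KO alone with it. A biological candidate explanation, that KO cells keep a mark that WT cells lose after day 2, is open too: 50.3% of the 754 regions had a peak in a WT library of day 2, against 32.1% of regions called in no KO or WT library at day 5, but over days 0 and 2 together the shares were 75.2% and 84.2%.

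At day 0 the libraries of WT70, KO15 and CM59 and those of WT72, KO25 and CM40 formed sets across genotypes, with a Jaccard index higher by 0.123 within than between these sets. The number of peaks per library is argued against as the whole source, since at an equal number this split had 0.0157 and the next highest -0.00777. A preparation batch of 1 line per genotype stays open, because the same split had -0.0115 at day 2, where the highest other was 0.00388, a margin too small to decide. Shared descent of lines across genotypes, which the study describes, was not tested, and neither was any other biological explanation.

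MUT lines stood apart at day 5, where CM59 had 2847 peaks and CM69 1191, and the other way under XAV, with 704 and 1924. A low yield of peaks in the smaller library may account for this, as 99.9% of its peaks at day 5 and 99.6% at day 5 XAV overlapped a peak of the larger one. WT and KO pairs were also nested, at 94.9% to 98.8%, so this overlap has little power against other readings. Line labels exchanged at day 5 XAV cannot be told apart from labels in place, because the difference between the lines over regions at day 3 correlated at 0.0546 with that at day 5 and at 0.0325 with that at day 5 XAV, both near 0. A difference between the MUT lines themselves in their response to XAV is untested.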

How the results depend on the processing

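Alternatives with the same number of peaks within a time point, without the CM59 library of day 5 XAV, without day 3 and with the last 3 time points alone, and the crossed pairing, were chosen after seeing the data. Over 322 reported values, 3756 of 4093 alternatives kept the side of the threshold or stayed within the replicate spread, but 229 of these changed the direction of a value with no call, and a further 31 reversed one. For the 48 main results these numbers were 488 of 562, 33 and 3. These tallies do not measure how stable the effect sizes are. Single promoters, none of which passed with the main settings, count as kept even where the difference vanished. For KO minus WT, E2f8 went from 70 to 0 points with stricter peaks, and Slc17a6 from -80 to -10 points with 500 bp covered. Most KO and WT differences were smaller at an equal number of peaks, a setting that would remove a real gain of marked regions too, and read depth is unknown. Where no cause is given, the cause was not tested.

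With the stricter peaks, KO minus WT was 8.25 points in gain-gain regions at day 5 XAV, 21.3 in gain-gain regions at day 5 and 19.2 in gain d5X regions at day 5. Promoters called more often in KO numbered 59, regions in KO and not WT 371 at day 5 and 148 at day 5 XAV, and overrepresented lists 3 at loss-loss (mesoderm, primitive streak, Hox) and 1 at gain d5X regions (Hox). Fewer peaks lower such counts by construction.

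With the same number of peaks in all libraries, KO minus WT was 1.33, 3.41 and 1.63 points in loss-loss, loss-gain and gain-gain regions at day 5 XAV, 3.06 in gain d5X and 5.99 in gain-gain regions at day 5, and -4.73 in loss-loss regions at day 3, where MUT minus WT was -0.758. Promoters more often called were 23 in KO and 16 in MUT, regions in KO and not WT 103 at day 5 and 90 at day 5 XAV, those in MUT and not WT at day 5 49, and overrepresented lists at loss-loss regions the same 3. Similarity of KO and MUT was 0.0441, and the XAV effect at loss-loss regions 4.46 points.

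With the number set within a time point, the day 5 XAV values were again 1.33, 3.41 and 1.63 points, with 90 regions, because the smallest library sets both numbers. Without the CM59 library of day 5 XAV they were 2.90, 6.82 and 4.4 points and 150 regions. With or without it, gain d5X regions at day 5 had 4.72 points, gain-gain regions at day 5 10.2, KO and not WT at day 5 149 regions, and at day 3 loss-loss regions had -5.81 points in KO and -1.07 in MUT and loss-gain regions -0.401 in KO. Similarity of MUT and WT was 0.0362 with it and 0.0255 without it (exact p = 0.0494 for each, past the threshold), that of KO and MUT 0.0407 and 0.0388. Promoters more often called in KO were 23 and 32, those in MUT 2 with it. Leaving that library out with all peaks gave 32 promoters in MUT.

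With 50% of the region or 500 bp covered, KO minus WT was 22.0 points in loss-loss and 34.1 in loss-gain regions at day 5 XAV and -1.83 in loss-loss regions at day 3, regions in KO and not WT at day 5 XAV 498, and those in MUT and not WT at day 5 132. Covered bases gave a peak number difference of 0.36 on the log2 scale for KO and WT, and the last 3 time points alone 0.70. The share of the smaller list gave a similarity of 0.0268 for MUT and WT (exact p = 0.00412) and 0.0397 for KO and MUT. Relative to regions in no list, gain d5X regions at day 5 had 23.7 points. Without day 3, the similarity of KO and WT was 0.0889 and promoters more often called 23 in KO and 1 in MUT.

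Relative to all promoters, KO minus WT was -23.7 points for primitive streak, -19.3 for mesoderm, -14.1 for neuronal transcription factors, -20.1 for Hox clusters, -11.6 for naive pluripotency, -13.7 for neural crest, -20.6 for germline and -21.4 for housekeeping, and KO minus MUT -8.74 for naive pluripotency. Lists past the threshold were 8 for KO and WT and 1 for KO and MUT. Hox clusters, germline and housekeeping genes, called nearly everywhere or nowhere, are lowered by construction. So, in part, are primitive streak, mesoderm and neuronal transcription factors, which had too little room to rise as much as all promoters. Neural crest and naive pluripotency are lowered in part by uncalled genes, which count in the list shares alone. Beyond these limits the cause was not tested.

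Against a background of all promoters, log2 odds were 2.33 for mesoderm, 2.98 for neuroectoderm, 2.88 for neuronal transcription factors and 2.22 for Wnt, Nodal and BMP signalling genes at loss-gain regions. They were 3.09, 1.36 and 2.69 for the last 3 of these lists at gain-gain regions, with 2.54 for formative pluripotency and 0.84 for neural crest. They were 2.10 for neuronal function at loss-loss regions, and 2.72 for primitive streak and 3.27 for neural crest at gain d5X regions. Overrepresented lists were 11, 6, 5 and 12 at loss-loss, loss-gain, gain-gain and gain d5X regions, and underrepresented ones 0 at loss-gain and 0 at gain-gain regions. This background adds promoters that carry no peak in any library, which raises the odds by construction.

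Leaving out each line in turn, similarity of KO and WT ran from 0.0672 (without WT70) to 0.104 (without KO1), the peak number difference from 0.21 (without WT70) to 0.54 (without WT72), promoters KO against WT, more often called in KO, p under 0.05, from 30 (without WT70) to 119 (without KO25), those more often called in MUT from 1 to 8, and the XAV effect at loss-loss regions from -3.49 (without CM69) to 14.4 points (without CM59). Regions in KO and not WT at d5 ran from 789 to 1273 and regions in KO and not WT at d5X, day 5 XAV, from 307 to 910, the higher ones without KO1, and those in MUT and not WT at day 5 from 78 to 1315 (without CM69). A single line per genotype meets both-lines counts more easily by construction. The replicate block by line gave 0 calls for XAV at the deposited regions (loss-loss 5.45 points, exact p = 0.531) and the crossed pairing of the MUT lines 0, and the block changed no other call.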

Other observations

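These values carry no test, and the overlaps were counted after the data had been seen. Regions called in both KO lines and neither WT line were set against the deposited lists, which were selected on these lines and are not independent evidence. Of all 3828 kept regions, 37.3% overlapped gain-gain, 19.5% loss-gain, 20.5% loss-loss and 49.3% gain d5X regions. Of the 754 at day 5, 494 (65.5%) overlapped gain-gain, 207 (27.5%) loss-gain and 17 loss-loss regions, and 436 (57.8%) overlapped gain d5X regions. Of the 431 at day 3, 230 (53.4%) overlapped gain-gain regions. Of those in both MUT lines and neither WT line, 76 of 191 (39.8%) at day 3 and 48 of 78 (61.5%) at day 5 overlapped gain-gain regions.

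In WT cells the share of all promoters called in at least 2 libraries that had a peak was 59.3% ± 28.6 at day 0, 56.1% ± 5.76 at day 2, 27.3% ± 5.20 at day 3 and 33.3% ± 2.47 at day 5. The share of neuronal function promoters in WT was 52.5% ± 17.7, 46.3% ± 7.07, 26.9% ± 7.95 and 32.5% ± 3.54, and in KO cells 53.1% ± 7.95, 43.8% ± 7.07, 46.9% ± 2.65 and 61.9% ± 6.19 (SD, n = 2). In MUT cells it was 56.9% ± 13.3, 42.5% ± 3.54, 37.5% ± 5.30 and 51.3% ± 21.2.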
